A study of Mus musculus with 3 samples. Its data were reported in "Regulation of peripheral Th/Treg differentiation and suppression of airway inflammation by Nr4a transcription factors" (2021).

How the data were processed

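Total RNA of induced regulatory T (iTreg) cells was measured in 3 samples. Per the labels, each sample came from naive CD4+ T cells of 1 genotype that had been cultured for 24 h, and the genotypes were wild type (WT), Nr4a triple knockout (Nr4a-TKO) and Foxp3 knockout (Foxp3-KO). The culture contained plate-bound anti-CD3 (2 µg/ml) and anti-CD28 (0.5 µg/ml), antibodies that block IFN-γ and IL-4 (1 µg/ml each), IL-2 (10 ng/ml) and TGF-β1. The labels name TGF-β1 at 0.2 or 0.5 ng/ml without saying which sample received which, so the dose was not used here. Per the methods, the Foxp3-KO cells carried the scurfy mutation, and all naive cells had been sorted from bone marrow chimeras. For both knockouts these were mixed chimeras of knockout and wild-type marrow, and for WT they held wild-type marrow only. From general knowledge, that mutation is a frameshift that leaves no functional Foxp3 protein and need not lower the mRNA. In the triple knockout, per the methods, Nr4a1 and Nr4a2 carried conditional (floxed) alleles and Nr4a3 a germline null allele.

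The authors labelled cRNA made from 100 ng of RNA with Cy3 and hybridized each sample to 1 array of a 1-colour Agilent SurePrint G3 mouse gene expression slide. Per the file headers, all 3 arrays lay on 1 slide, were scanned in 1 scan and were extracted with Agilent Feature Extraction 10.10.1.1, and probe positions refer to mouse genome build mm9. The deposited scanner files give, for each spot, the mean intensity over its pixels and the median intensity of its local background, neither of them normalized. They also give a processed intensity that, per the file headers, was background-subtracted and detrended within the array, with a surrogate in place of signals too close to background. The deposited value table of the series is on a log2 scale. The methods name the RMA procedure of GeneSpring GX, but each column of that table equalled log2 of the processed intensity of its array minus 1 constant: the SD of the difference over 55681 probes was 0.00584 for WT, 0.00608 for Nr4a-TKO and 0.00648 for Foxp3-KO. That table thus carried no quantile normalization, and it was used here as an alternative only.

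Each array held 62976 spots, of which 59305 were not controls, for 55681 probes. Of these probes, 399 were spotted 10 times. Signals well above background (the Feature Extraction flag) were found for 28668 probes on the WT array (51.5%), 28902 on the Nr4a-TKO array (51.9%) and 29126 on the Foxp3-KO array (52.3%). There were 26924 probes above it on all 3 arrays and 24623 on none. No spot was saturated (0 on each array), and 154, 178 and 155 spots carried an outlier flag on the WT, Nr4a-TKO and Foxp3-KO arrays. The 308 negative control spots had a median raw signal of 48.6, 46.9 and 48.0 in the same order. With 1 array per group, the number of arrays limits the precision.

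Values were computed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. After the methods, the background was corrected with the RMA convolution model on the mean spot intensity. The package that limma calls for the parameters of this model was not used here, and its estimator was written anew. Non-control spots of the 3 arrays were then quantile-normalized together, values were taken to log2, control and outlier-marked spots were left out, and spots of one probe were averaged. Every probe of a gene was kept in counts of probes. For lists of genes, the log2 differences of the probes of a gene were averaged, leaving out probes below background on both arrays.

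A difference is the log2 value of one array minus that of another. A probe was tested when well above background on at least 1 of the 2 arrays. Where it was so on only 1, the difference was replaced by a bound: the bright value over the higher of the dim array's lowest signal among probes well above background and the dim probe's own value. Such bounds are written as "at least N-fold". The threshold was 2-fold, an absolute log2 difference over 1. There are no replicates, so no test was run, no p-value is given and no difference has a replicate check. As a technical scale only, the median SD between spots of one repeated probe within an array was 0.19 (log2), which corresponds to 0.26 for a difference of 2 single spots; it leaves out all variation between arrays, cultures and mice.

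The comparisons were Nr4a-TKO over WT, Foxp3-KO over WT and Nr4a-TKO over Foxp3-KO. Gene lists were fixed before the data were examined, as were the groups, the threshold, the processing, the other settings and the rule for naming genes; they were drawn up from general knowledge, except for genes taken from the text of the study. That rule named, first, the genes that the text of the study discusses together with members of their families and, second, the 5 highest and 5 lowest gene symbols of each comparison. The second part took only probes well above background and not saturated on both arrays, with the same sign after 75th percentile scaling and 1 probe per symbol. Single members of the other lists were picked for naming after their values were seen, and the values of some single genes are not reported here. The lists were the targeted genes, allergy cytokines, the Batf family, the AP-1 family without Batf, lineage factors, other genes of the study, Treg-associated, Th1-associated and Th17-associated genes, Xist, Y-linked genes, B cell, myeloid, CD8 and NK cell, mast cell and basophil, type I interferon response, cell division and housekeeping genes. The median of each list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins; the percentile describes these arrays and is not a test. Percentiles under the other settings were added after seeing the data. The allergy cytokines and the Batf family include genes that the study picked out from these same arrays, so their standing apart is not independent evidence.

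Both differences against WT share the WT array, which alone gives a correlation near 0.5 when all arrays vary equally. Their concordance was therefore set beside 100 simulations of 3 unchanged arrays, once with noise from the spread between the real arrays and once with the spread between repeated spots. The former contains real changes and so overstates noise; the latter leaves out noise between arrays and so understates it. A probe was said to have 1 array apart when that array differed by over 2-fold from both others in the same direction while these differed by under 1.5-fold.

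The other settings were normexp background correction on mean and local background intensity (offset 50) followed by quantile normalization, 75th percentile scaling of the processed intensity, median centring, the deposited log2 values, no filter on dim probes, only probes well above background on both arrays, the brightest probe of each gene, outlier spots kept, a 3-fold threshold, and the other simulated noise. Leaving out probes on X and Y was added after seeing the data. A count was treated as unchanged within 1.5 times, a log2 value within 0.26, and a correlation within 0.1; the tolerance for correlations was set after seeing the data.

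The steps were tested on simulated data. For background correction, spots were first drawn from the model itself. There the estimated background mean was 17.8% to 21.1% too high, its SD 76.2% to 88.4% too high, and the error of the mean signal was -82.2% to -82.7%, so the estimator does not recover its own model on data of this shape. With spots of a realistic brightness distribution, the background mean was 6.25% to 8.63% too high and its SD 55.2% to 68.6% too high. In that simulation of Nr4a-TKO over WT (59305 spots), changes planted beyond the threshold were recovered for 43 of 44 higher and 54 of 55 lower spots in the brighter part, and for 54 of 55 higher and 38 of 46 lower spots in the dimmer part. The median errors were -0.00, -0.03, 0.02 and 0.08 (log2), and 550 of 30661 unchanged spots passed 2-fold. For counting, simulated on 31058 probes with noise from repeated spots, 96 of 99 higher and 96 of 101 lower planted probes were recovered for Nr4a-TKO over WT, 98 of 99 and 93 of 101 for Foxp3-KO over WT, and 99 of 99 and 98 of 101 for Nr4a-TKO over Foxp3-KO. False calls numbered 174 higher and 153 lower, 152 and 166, and 159 and 156 in the same order. For lists (100 lists of 10 genes, 14171 genes, Nr4a-TKO over WT), 6% of unchanged lists fell outside the middle 95% of random lists, and 100% of lists shifted by 1 lay above it. For the concordance (31058 probes), planting 200 changes in WT gave 226 probes with WT apart, planting them in Nr4a-TKO gave 253 with that array apart, and planting them in Foxp3-KO gave 227.

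Gene symbols were taken from the scanner files, which gave 22432 symbols for 31378 probes. Of 29123 probes with a RefSeq accession, 27656 were matched in a RefSeq gene table of assembly GRCm38.p6, which was used for names only. There were 16251 probes for long intergenic non-coding RNAs. Positions are those of the file (mm9, counted from 1); whether a probe lies in an exon that a knockout allele removes was not analysed here, nor was the placement of probes in exons or untranslated regions. Gene set enrichment analysis and the published Treg signature named in the study were not analysed here.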

Results

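Gene expression of iTreg cells, which are CD4+ T cells driven towards a regulatory fate in culture by T cell receptor stimulation with TGF-β, was measured at 24 h on 1-colour arrays. The groups were WT, Nr4a-TKO and Foxp3-KO, with 1 array each, so there are no replicates and each value describes single arrays. Nr4a1, Nr4a2 and Nr4a3 are nuclear receptors induced by T cell receptor signals, and Foxp3 is the transcription factor that marks Treg cells. Of 55681 probes, 28668, 28902 and 29126 were well above background in WT, Nr4a-TKO and Foxp3-KO. Levels are normalized log2 signals, and differences are on the log2 scale.

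The targeted genes were examined first. Nr4a3 (probe A_51_P128397, chromosome 4, 48080690 to 48083876, 10 spots) had a signal of 7.29 in WT and 7.43 in Foxp3-KO, and was not well above background in Nr4a-TKO. It was at least 8.31-fold lower in Nr4a-TKO than in WT and at least 9.19-fold lower than in Foxp3-KO. The other members were not lower. Nr4a1 (A_51_P239654, chromosome 15, 101105071 to 101105130) read 15.06 in WT, 15.67 in Nr4a-TKO and 15.37 in Foxp3-KO, a difference of 0.62 between Nr4a-TKO and WT. The probes of Nr4a2 (A_52_P494622, chromosome 2, 56960699 to 56960758, and A_55_P1983508, 56959637 to 56959696) were higher in Nr4a-TKO than in WT by 1.27 and 1.18. The array labelled Nr4a-TKO thus lacked Nr4a3 signal and kept Nr4a1 and Nr4a2 signal; whether these probes lie outside the deleted parts was not analysed here. "Nr4a-TKO" means throughout the array that carries this label, and directions drawn from it rest on the label. Foxp3 (A_55_P2032703, chromosome X, 7172301 to 7172360) read 9.84 in WT, 6.78 in Nr4a-TKO and 7.45 in Foxp3-KO. The difference from WT was -3.06 in Nr4a-TKO and -2.39 in Foxp3-KO, and Nr4a-TKO lay lower than Foxp3-KO by 1.59-fold. Normexp correction with local background moved these values most, with Foxp3 at -2.42 in Nr4a-TKO over WT and Nr4a3, read without a bound, at -1.33.

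The first comparison asked how loss of Nr4a factors changes expression in cells under iTreg conditions. Of 30239 probes tested, 973 were over 2-fold higher and 1317 over 2-fold lower in Nr4a-TKO than in WT, 7.57% of those tested. These included 287 higher and 356 lower probes that rest on a bound. By gene symbol, 595 were higher and 757 lower, of which 4 were counted both ways because their probes disagreed. Over 4-fold differences were seen for 225 higher and 235 lower probes. The median difference of the 27331 probes measured on both arrays was 0.01. By ratio, the 3-fold threshold moved these counts most, to 372 higher and 456 lower; without a filter on dim probes, 2340 were higher and 2804 lower. Among probes measured on both arrays, split into 3 groups of equal size by brightness, 8.21% of the dimmest passed 2-fold against 3.05% of the brightest. Probes of one gene often disagreed in size. Of 333 genes with several probes and at least 1 over 2-fold, 76.6% had all probes in the same direction and 27.6% had all of them over 2-fold.

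Comparing Foxp3-KO with WT asks which differences accompany loss of Foxp3 alone. It gave fewer calls, 348 higher and 524 lower of 30113 probes (2.90%), or 151 and 271 gene symbols. In simulated unchanged probes with noise of repeated spots, false calls for this comparison were 152 higher and 166 lower. A simulation that also drew background noise, run for Nr4a-TKO over WT, let 550 of 30661 unchanged spots pass 2-fold. Probe agreement was also lower, since 68.6% of 102 genes had all probes in the same direction and 7.84% had all of them over 2-fold. WT and Foxp3-KO also differed in Xist and Y-linked transcripts, and Foxp3 genotype and these sex-linked differences coincide on these arrays. Between Nr4a-TKO and Foxp3-KO, the comparison that asks what Nr4a loss brings beyond loss of Foxp3, 1198 probes were higher and 1315 lower in Nr4a-TKO of 30478 tested (8.25%), or 702 and 711 gene symbols.

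**Figure D1:**
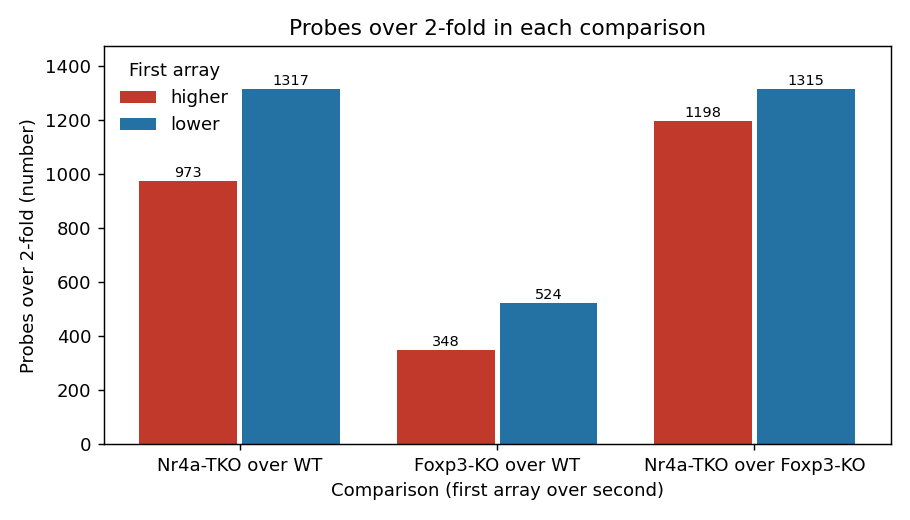
Bars give the number of probes over 2-fold higher (red) or lower (blue) in the first array of each comparison, with 1 array per group and bounds included. Foxp3-KO over WT had 348 and 524 such probes, and both comparisons with Nr4a-TKO had 973 or more in each direction.

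Genes for cytokines of allergic inflammation were higher in Nr4a-TKO than in both other arrays. Il9 (A_51_P367070, chromosome 13, 56580678 to 56580737) read 7.31 in WT, 7.59 in Foxp3-KO and 12.50 in Nr4a-TKO, 36.5-fold over WT. Il4 (A_51_P237865, chromosome 11, 53426076 to 53426135, 10 spots) was 20.1-fold higher than in WT and 14.1-fold higher than in Foxp3-KO. Il13 (A_55_P2180839, chromosome 11, 53444828 to 53444887) and Il21 (A_55_P2106121, chromosome 3, 37121681 to 37121740) were not well above background in WT or Foxp3-KO. They were at least 16.1-fold and at least 34.6-fold higher in Nr4a-TKO than in WT. Il5 (A_55_P2138386, chromosome 11, 53538468 to 53538527) was not well above background in WT and was at least 2.64-fold higher in Nr4a-TKO. The median over the 5 genes was 5.19 for Nr4a-TKO over WT (4.33 with bounds), at percentile 100 of random lists, and 4.38 for Nr4a-TKO over Foxp3-KO (4.22 with bounds), also at percentile 100. For Foxp3-KO over WT, 3 of the genes could be read, with a median of 0.51 (0.28 with bounds), at percentile 92.5 and none over 2-fold. All 5 were read without a filter on dim probes, with a median of 0.57 (percentile 98.47), outside the middle 95% of random lists. Normexp with local background moved the list most, to 2.89 for Nr4a-TKO over WT.

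**Figure D2:**
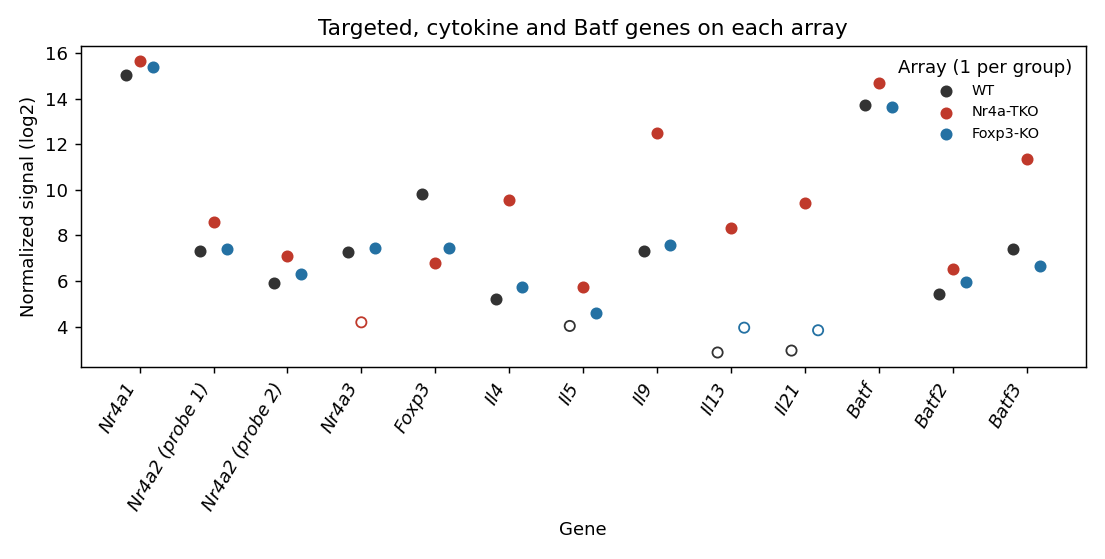
Points give the normalized log2 signal (vertical axis) of each probe of the targeted, cytokine and Batf genes (horizontal axis) on the WT, Nr4a-TKO and Foxp3-KO arrays, 1 array per group; hollow points were not well above background, and levels of different probes are not comparable. Il9 stood at 12.50 in Nr4a-TKO against 7.31 in WT, and Nr4a3 was hollow in Nr4a-TKO.

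A further question was whether AP-1 transcription factors, above all Batf family members, change when Nr4a factors are lost. Batf3 (A_51_P419286, chromosome 1, 192932528 to 192932587) read 7.39 in WT, 11.36 in Nr4a-TKO and 6.67 in Foxp3-KO, 15.6-fold higher in Nr4a-TKO than in WT. Batf (A_51_P114616, chromosome 12, 87049872 to 87049929, 10 spots) and Batf2 (A_51_P165182, chromosome 19, 6172387 to 6172446) were higher by 0.96 and 1.10. Batf2 was dim, at 5.44 in WT, and ranged from 0.50 to 1.14 over WT across settings. Its 1.10 is also the family median over WT, which ranged from 0.96 to 1.14. The Batf family median was 1.10 for Nr4a-TKO over WT (percentile 99.8), -0.07 for Foxp3-KO over WT (percentile 38.2) and 1.03 for Nr4a-TKO over Foxp3-KO (percentile 99.7). The other AP-1 genes had medians of 0.48 (percentile 99.8), -0.17 (percentile 8.43) and 0.53 (percentile 99.9) in the same order. Over WT, Atf3 was higher in Nr4a-TKO by 2.52, Fosl1 by 1.79 and Fosl2 by 1.01, the last from 1 of its probes because the other was not well above background on any array. Jun, Junb and Fos were higher by 0.54, 0.43 and 0.22. Fosb differed by -0.19, and Jund by -0.04 with a sign that changed under 75th percentile scaling (0.01) and in the deposited values (0.03).

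Among lineage factors, whose median was 1.59 for Nr4a-TKO over WT, 0.21 for Foxp3-KO over WT and 1.70 for Nr4a-TKO over Foxp3-KO, several that direct other helper fates were higher in Nr4a-TKO than in WT. The difference was 1.59 for Tbx21, 2.20 for Bcl6 and 0.76 for Gata3. The Th17-associated list had medians of 2.61 (percentile 100), 0.79 (0.55 with bounds, percentile 100) and 2.13 (percentile 100) for Nr4a-TKO over WT, Foxp3-KO over WT and Nr4a-TKO over Foxp3-KO. Its members went both ways, with Il17f higher by 3.64 and Ahr (A_55_P2109613) at -1.32 in Nr4a-TKO over WT. Il21 belongs to the allergy cytokines too, and with only probes well above background on both arrays the first of these medians was 1.47. Il17a was not well above background in WT and at least 2.69-fold higher in Nr4a-TKO.

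The Treg-associated list lay lower in Nr4a-TKO, with a median of -0.35 over WT (percentile 0.04) and -0.48 over Foxp3-KO (percentile 0). The value over WT depended on the choice of probes: with the brightest probe of each gene it was -0.18 (percentile 1.95), and without a filter on dim probes it was -0.12 (percentile 5.85), inside the middle 95% of random lists (-0.15 to 0.16). It was -0.06 in Foxp3-KO over WT (percentile 19.9), a value whose sign changed with the brightest probe of each gene (0.01). Over WT, Lrrc32 was at -2.13 in Nr4a-TKO and 0.41 in Foxp3-KO, Ctla4 at -1.25 and 0.10, and Il2ra at -0.83 and -0.32. Probes of Tnfrsf9 disagreed, with A_55_P2082180 at -2.71 and A_55_P2029061 at 0.08 in Nr4a-TKO over WT. Nrp1 went the other way, higher by 1.27. The Th1-associated list had a median of -0.24 (percentile 7.96) for Nr4a-TKO over WT, where its mean was 0.10, and members went both ways, such as Cxcr3 at 3.57 and Eomes (A_55_P2150717) at -1.56. Without a filter on dim probes this median was 0.070. In Foxp3-KO over WT it was -0.53 (percentile 0.04), with 9 of 9 readable genes lower. Ifng was at least 4.01-fold lower in Foxp3-KO than in WT and differed by 0.07 between Nr4a-TKO and WT. In Nr4a-TKO over Foxp3-KO the Th1-associated median was 0.09 (percentile 63.3). It changed sign under 75th percentile scaling (-0.03) and in the deposited values (-0.01). It rose to 1.04 (percentile 100) without a filter on dim probes, outside the middle 95% of random lists.

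Of the other genes the study discusses, which had medians of -0.18, -0.17 and -0.23 in the 3 comparisons, both probes of Ets1 were lower in Nr4a-TKO than in WT, with differences of -1.46 (A_52_P194250, chromosome 9, 32564860 to 32564919) and -1.36 (A_52_P232830, 32561826 to 32561885). In Foxp3-KO over WT they were at -0.15 and -0.19. Fli1 was at -0.71 and Ets2 at -0.18 in Nr4a-TKO over WT, and Spi1 was not well above background on any array.

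Other lists were not tied to the study's questions. Medians for Nr4a-TKO over WT, Foxp3-KO over WT and Nr4a-TKO over Foxp3-KO were -0.03, -0.05 and 0.07 for housekeeping genes (percentiles 20.9, 18.2 and 74.4). Cell division genes had 0.06, -0.15 and 0.24 (percentiles 69.3, 1.65 and 98.9), and so lay outside the middle 95% of random lists in 2 of 3 comparisons. In Foxp3-KO over WT this did not hold under normexp with local background (percentile 5.25), 75th percentile scaling (6.95), median centring (3.07), the deposited values (7.61), only probes well above background on both arrays (5.43) or the brightest probe (6.07). In Nr4a-TKO over Foxp3-KO it did not hold with only probes well above background on both arrays (0.15, percentile 92.6). Type I interferon response genes had -0.25, -0.12 and 0.16 (percentiles 16.2, 25.4 and 72.7). Of 5 CD8 and NK cell genes, 1 (Cd8b1) was well above background, with 0.08, 0.48 and -0.40. The myeloid list had 0.06, -0.19 and 0.10 (percentiles 62.6, 11.8 and 70.5).

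By the fixed rule of size, the highest symbols in Nr4a-TKO over WT were Timd2 (A_55_P2053459, chromosome 11, 46483558 to 46483617) with 5.74, Emp1 (A_55_P1954221, chromosome 6, 135333061 to 135333120) with 5.31, Ptpn5 with 5.25, Il9 with 5.19 and Ctse (A_55_P1997126, chromosome 1, 133571990 to 133572049) with 5.16. For Ptpn5 (A_55_P1955726, chromosome 7, 54333225 to 54333284), the other, brighter probe was at -0.017. The lowest were Rab6b (A_52_P11441, chromosome 9, 103087539 to 103087598) with -6.15, Drc1 (A_52_P481279, chromosome 5, 30668896 to 30668956) with -5.30, Lad1 (A_51_P116932, chromosome 1, 137728110 to 137728169) with -5.21, Adh1 (A_52_P629895, chromosome 3, 137952821 to 137952880) with -4.93 and Rpl17 (A_55_P2057519, chromosome 18, 75162851 to 75162910) with -4.71. Rpl17 had 7 measured probes, which ran up to 0.42, and its brightest probe was at -0.01.

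In Foxp3-KO over WT the highest were Gm11559 (A_55_P2065113, chromosome 11, 99726135 to 99726194) with 4.89, Ccdc151 (A_55_P2000022, chromosome 9, 21794317 to 21794376) with 3.32, Abcc8 (A_55_P2178207, chromosome 7, 53359921 to 53359980) with 2.99, Sft2d1 (A_55_P2139886, chromosome 17, 8520196 to 8520255) with 2.50 and Syce1 (A_51_P444137, chromosome 7, 147963253 to 147963312) with 2.15. The other, brighter probe of Sft2d1 was at -0.13. The lowest were Xist (A_52_P113537, chromosome X, 100656289 to 100656348) with -6.38, Rps21 (A_52_P740562, chromosome 2, 179993084 to 179993143) with -4.18, 4933405E24Rik (A_55_P2286493, chromosome 11, 53991291 to 53991350) with -4.02, Dnm1 (A_55_P2079167, chromosome 2, 32163995 to 32164054) with -3.31 and Prss12 (A_51_P477682, chromosome 3, 123209409 to 123209468) with -2.83. The other probe of Dnm1 was at -0.42. In Nr4a-TKO over Foxp3-KO the highest were Xist with 6.02, Emp1 with 5.76, Timd2 with 5.76, Ctse with 5.15 and Dclk1 (A_51_P270355, chromosome 3, 55340456 to 55340515) with 4.94, and the 3 probes of Dclk1 ran from 3.27 upwards. The lowest were Rab6b with -6.44, Lad1 with -5.24, Gm11559 with -5.13, Adh1 with -4.74 and Rpl17 with -4.53, whose probes ran up to 0.73.

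Xist, transcribed from the inactive X chromosome of female cells, read 11.12 in WT, 10.76 in Nr4a-TKO and 4.75 in Foxp3-KO at its brighter probe. The Y-linked genes Eif2s3y (A_55_P2011877) and Ddx3y (A_51_P402994) read 13.00 and 11.01 in Foxp3-KO and 11.39 and 9.36 in Nr4a-TKO, and neither was well above background in WT. The arrays thus differed in sex-linked transcripts as well as in genotype. The Y-linked list had medians, with bounds, of 6.05, 3.70 and -1.22 for Nr4a-TKO over WT, Foxp3-KO over WT and Nr4a-TKO over Foxp3-KO. The first rests on 2 readable genes and the others on 4, since Kdm5d and Uty were well above background in Foxp3-KO only, with weak bounds, so the first 2 medians are not comparable. For the 2 genes readable in both, Eif2s3y and Ddx3y were at least 134-fold and at least 32.7-fold higher than in WT in Nr4a-TKO, and at least 406-fold and at least 103-fold higher in Foxp3-KO.

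Whether both knockouts departed from WT in the same way was assessed across probes, which are not independent replicates. Over 31058 probes well above background on at least 1 array, the differences from WT had a Pearson r of 0.341 and a Spearman rho of 0.331. Unchanged arrays that share a WT array gave an r of 0.500 in simulation (0.480 to 0.523), which assumes that all arrays vary equally. Variances of 0.128, 0.385 and 0.145 for WT, Nr4a-TKO and Foxp3-KO would give 0.341 with no common change. There were 89 probes over 2-fold higher and 195 over 2-fold lower in both knockouts, 284 together, and 23 went opposite ways. Simulated unchanged arrays gave a mean of 759 (685 to 821) with noise taken from the arrays and 59.1 (up to 80) with noise of repeated spots, and the observed number lay between them. Of 524 probes lower in Foxp3-KO, 37.2% were also over 2-fold lower in Nr4a-TKO, and of 348 higher probes 25.6% were also higher. Nr4a-TKO stood apart from the other arrays at 1276 probes, Foxp3-KO at 263 and WT at 215. Without a filter on dim probes, the numbers were 2004, 926 and 875. By ratio this moved the number of Foxp3-KO most, while the 3-fold threshold moved that of Nr4a-TKO (503) and of WT (47) most.

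**Figure D3:**
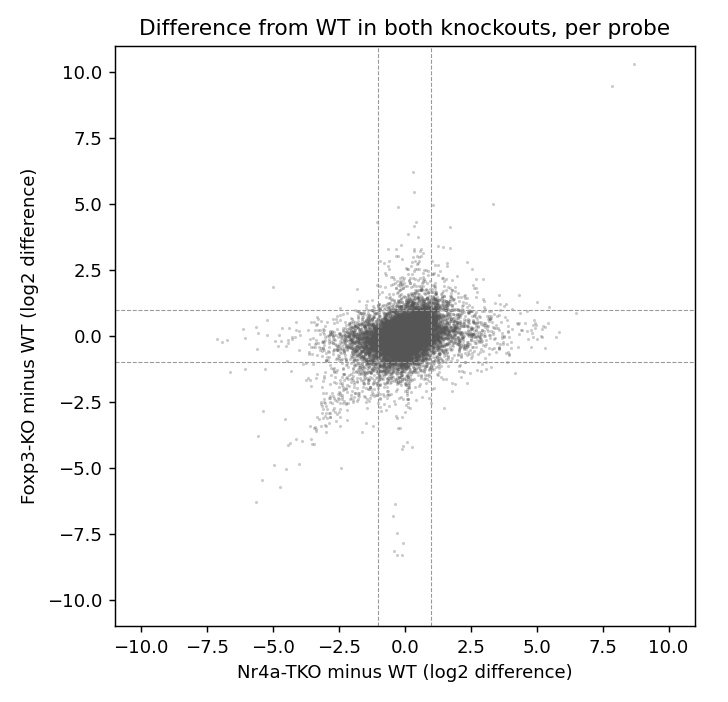
Each point is 1 of 31058 probes, with the log2 difference of Nr4a-TKO from WT on the horizontal axis and of Foxp3-KO from WT on the vertical axis, 1 array per group and no bounds applied; dashed lines mark 2-fold. The spread is wider along the horizontal axis, and 89 and 195 probes counted as higher or lower in both.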

Values the study reported

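The study reported that, at 24 h of iTreg culture, 1403 genes were higher and 1566 genes were lower in Nr4a-TKO than in WT cells, each by over 2-fold.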

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

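The test in this part was chosen after the result was seen. Probes for the ERCC control transcripts, synthetic RNAs that laboratories can add to samples, enter no comparison, and neither the labels nor the methods name their use here. Of 96 such probes, 2 were well above background on every array, ERCC-00148_99 and ERCC-00170_100, named here because they gave that signal. Their mean raw signals were 172 and 119 in WT, 270 and 99.6 in Nr4a-TKO, and 291 and 102 in Foxp3-KO, against a median of 48.6, 46.9 and 48.0 at negative control spots. If the transcripts had been added, signal over most of the probes would be needed, but 2.08% had it on every array, which argues against that explanation. Cross-hybridization of cellular RNA to single control probes may remain, and it was not tested. No biological explanation was tested.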

How the results depend on the processing

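Leaving out X and Y probes was the only alternative chosen after seeing the data. For the results that answer a comparison, 354 values were recomputed, of which 283 were unchanged by the tolerances given above, 71 moved and 0 reversed. A list median counted as reversed only where it was beyond 0.26 and changed sign, and a gene where it was over 2-fold. The Th1-associated median in Nr4a-TKO over WT changed sign, from -0.24 to 0.070 without a filter on dim probes, and so counted as moved; the Treg-associated one went from -0.35 to -0.12 and counted as unchanged. For single named genes, 742 of 814 were unchanged, 70 moved and 2 reversed. Of the 70, 58 came from normexp with local background, and all of these were nearer 0. None of the results that answer a comparison moved under 75th percentile scaling, median centring, the deposited values or outlier spots kept. Each of these settings gave 42 of the unchanged values, but they are not separate checks. The deposited values and 75th percentile scaling both shift the log2 processed intensity by a constant per array, and keeping outlier spots alters few spots. With X and Y probes left out, only the 6 counts of probes over 2-fold were recomputed, and none moved. Under each scaling the median difference of all measured probes stayed within -0.02 to 0.05.

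With the brightest probe of each gene, Ptpn5 in Nr4a-TKO over WT was at -0.017 and Sft2d1 in Foxp3-KO over WT at -0.13. These reversals follow from the choice of probe, since the probes of each gene disagree. That setting counts genes in place of probes, so fewer items were tested. It gave 522 higher and 635 lower for Nr4a-TKO over WT, 114 and 213 for Foxp3-KO over WT, and 606 and 578 for Nr4a-TKO over Foxp3-KO, with 38 higher and 87 lower in both knockouts and 648, 86 and 89 with Nr4a-TKO, Foxp3-KO and WT apart.

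The 3-fold threshold, stricter by construction, gave 372 and 456, 65 and 137, and 466 and 466 higher and lower in the same order, with 8 and 49 in both knockouts and 503, 76 and 47 apart. No filter on dim probes adds probes near background, which vary more. It gave 2340 and 2804, 1658 and 1938, and 2616 and 2806, with 389 and 724 in both and 2004, 926 and 875 apart. Under it the Th1-associated median was 1.04 in Nr4a-TKO over Foxp3-KO, the Th17-associated one 1.67 over WT and 0.82 over Foxp3-KO, and the Treg-associated one -0.20 over Foxp3-KO. That setting adds dim genes and also averages dim probes into genes already read.

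Normexp with local background and an offset of 50 draws differences of dim probes towards 0 by construction. It gave 421 and 594, 94 and 141, and 518 and 543, with 26 and 39 in both and 640, 97 and 50 apart. The allergy cytokine median was 2.89, 0.20 and 2.71 for Nr4a-TKO over WT, Foxp3-KO over WT and Nr4a-TKO over Foxp3-KO, and the Th17-associated one 1.93, 0.34 and 1.74. In Nr4a-TKO, Nr4a2 was at 0.80 over WT and 0.71 over Foxp3-KO, Nr4a3 at -1.33 and -1.42, and Foxp3 at -2.42 over WT. In Foxp3-KO over WT, Foxp3 was at -1.98.

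With only probes well above background on both arrays, 318 probes were lower in Foxp3-KO over WT, the allergy cytokine median was 4.76 over WT and 3.82 over Foxp3-KO in Nr4a-TKO, and the Th17-associated one 1.47 and 0.69, since genes dim on one side drop out. Nr4a3 has no value there in Nr4a-TKO over WT or over Foxp3-KO. Requiring this on all 3 arrays left 73 probes lower in both knockouts, 175 with Foxp3-KO apart and 103 with WT apart. With noise of repeated spots, the simulated unchanged arrays gave 15.52 probes higher and 43.55 lower in both knockouts, against 314.79 and 444.64.

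Under every setting run, Nr4a-TKO stood apart at more probes than either other array, and the medians of the allergy cytokines, the Batf family and the other AP-1 genes in Nr4a-TKO stayed above 0 against both other arrays. The size of a difference is limited by signal over background: 24623 probes were above it on no array, and for genes dim on one side only a bound can be given. No paired analysis was possible because the labels carry no replicate numbers and each group has 1 array. A block for slide or scan was not run, since there was 1 slide, 1 scan and 1 array per group.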

Other observations

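The tests on donor sex, on admixed wild-type cells, on X and Y probes and on spot noise in Foxp3-KO over WT were chosen only after the result was seen. The other tests in this part were planned, except for the estimator of spot noise, as said below.

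Sex-linked transcripts did not follow genotype alone. WT had Xist and no Y-linked signal well above background, Foxp3-KO had Y-linked signal with Xist at 1.20% of WT at the brighter probe, and Nr4a-TKO had both. In Nr4a-TKO, Xist stood at 75.5% of WT and the Y-linked genes at 32.4% of Foxp3-KO. These add up to 108%, near the 100% that a mixture of female and male cells would give, and the sum was 107% to 110% under the scaling and background alternatives. A candidate explanation is that WT cells came from female donors, Foxp3-KO cells from male donors, which the methods state of the scurfy mice, and Nr4a-TKO cells from donors of both sexes. The sex of the WT and Nr4a-TKO array donors was not stated for these arrays. Wild-type cells left in the Nr4a-TKO sample from the mixed chimeras might also bring a second sex, but they would then need Nr4a3 at 75.5% of WT if they were the female part or at 32.4% if they were the male part, whereas its upper bound was 12.0%. A share of wild-type cells below that bound stays open.

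For Foxp3-KO over WT, sex, kind of chimera and genotype coincide. Leaving out probes on X and Y removed 7.91% of its calls, from 872 to 803, so genes on these chromosomes are not most of the calls. Effects of sex on autosomal genes were not tested and stay open. Spot noise weighs more here than in the other comparisons. From the spread of repeated spots, 289 calls would be expected among probes measured on both arrays, 52.4% of the 552 observed, or 33.2% with the median variance. Spot noise as estimated here thus falls short of the number observed. However, the simulation with realistic brightness, which also draws background noise, let 550 of 30661 unchanged spots pass 2-fold for Nr4a-TKO over WT. Noise may therefore explain more of the calls than these shares. Xist at -6.38 and Foxp3 at -2.39 lie far beyond the 0.26 of 2 single spots. The test leaves out variation between arrays and cultures, so which of the other calls are noise stays open.

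Several technical explanations were weighed for the probes over 2-fold in Nr4a-TKO over WT. After normalization, spiked-in transcripts well above background differed by at most 0.21 between these arrays. Normalization takes out a general labelling difference from these transcripts and from probes alike, so this value cannot show whether one was present. It argues only against a large difference left at these transcripts after normalization. Taking out the median difference of each of 10 bins of probe GC content changed the number of calls from 2290 to 2301, a removal of -0.48%. Doing the same for 96 blocks of the array removed 0.742%. Spot noise would give 270 calls of the 1647 at probes measured on both arrays, which is 16.4%. That value uses the mean variance, an estimator taken up after the first value was seen; the median variance, used first, gave 10.2%. The former lies between the limits set beforehand, and this test leaves out variation between cultures and mice, so which single calls are noise stays open. The simulation with realistic brightness, which also draws background noise, let 550 of 30661 unchanged spots pass 2-fold, so the share may be larger. A biological effect of genotype stays open, as do the kind of chimera and variation between mice, which 1 array per group leaves untested.

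The higher allergy cytokine genes in Nr4a-TKO might come from other cells in that sample, and this was tested with marker lists fixed beforehand. In Nr4a-TKO, 3 of 8 mast cell and basophil genes could be read against each other array. Their median was 0.60 over WT (percentile 93.25) and 0.69 over Foxp3-KO (percentile 95.39), both inside the middle 95% of random lists. Of the 8 genes, 12.5% (1 gene) were over 2-fold higher in Nr4a-TKO than in WT. That gene was Mcpt8, at least 7.14-fold higher, and Hdc was higher by 0.60. Cpa3, Fcer1a, Ms4a2, Gata2 and Cma1 were not well above background on any array, and Kit was at least 7.86-fold lower. Both mast cell genes seen in WT, Hdc and Kit, are thus also expressed in these T cell cultures. Of 7 B cell genes, 0% were over 2-fold higher than in WT, and 2 were well above background in Nr4a-TKO (Cd79a at 4.82 and Cd79b at 8.58), as they were in WT. These 2 went opposite ways. Cd79b was higher in Nr4a-TKO by 0.69 over WT and 1.61 over Foxp3-KO, and Cd79a was at -0.65 and -1.10. Ms4a1 was not well above background on any array. Of 7 myeloid genes, 0% were over 2-fold higher, and 5 were well above background in Nr4a-TKO and in WT, with Cst3 at 13.08 in WT and 12.99 in Nr4a-TKO and Lyz2 not well above background. These values argue against mast cells, basophils, B cells or myeloid cells as the source. The rise of Mcpt8, which was singled out after its values were seen, was not explained by the list, nor was that of Cd79b over Foxp3-KO. T cells that turned towards other helper fates stay open as a hypothesis.

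Probes over 2-fold the same way in both knockouts numbered 284. That lay below the range of simulated unchanged arrays that share a WT array when noise was taken from the arrays (685 to 821), and above it with noise of repeated spots (up to 80). The outcome was not foreseen by the prediction, and a common change of both knockouts and the shared WT array cannot be told apart, because the true noise between arrays is not known. Even a common change could not be assigned to genotype, since both knockouts came from mixed chimeras and WT did not. The correlations of differences sharing WT, Nr4a-TKO and Foxp3-KO were 0.341, 0.738 and 0.382, and 3 separate variances of the arrays fit these values exactly, so they carry no further information on a common change.

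Extremes of single probes should be read with the other probes of the gene. For Rpl17 in Nr4a-TKO over WT, the named probe was at -4.71 and the brightest of the gene at -0.01. For Ptpn5 the values were 5.25 and -0.017, and for Sft2d1 in Foxp3-KO over WT 2.50 and -0.13. The cause of these disagreements was not tested.

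By gene symbol, 595 were higher and 757 lower in Nr4a-TKO than in WT. Both are lower than the values quoted from the study above. Counted by probe there were 973 higher and 1317 lower, or 2340 and 2804 without a filter on dim probes, so the gap depends on the unit and on the filter.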
